# The *S. pombe* Histone H2A Dioxygenase Ofd2 Regulates Gene Expression during Hypoxia

**DOI:** 10.1371/journal.pone.0029765

**Published:** 2012-01-03

**Authors:** David Lando, Jenny Balmer, Ernest D. Laue, Tony Kouzarides

## Abstract

Post-translational modification of histone proteins are known to play an important role in regulating chromatin structure. In an effort to find additional histone modifications we set out to screen enzymes of the 2-oxoglutarate and Fe(II)-dependent (2-OG-Fe(II)) dioxygenase family for activity towards histones. Here we show that the *Schizosaccharomyces pombe* 2-OG-Fe(II) dioxygenase domain containing protein-2 (Ofd2) is a histone H2A dioxygenase enzyme. Using a combination of peptide screening and alanine scanning substitution analysis, we identify an HxxLR motif in H2A as a substrate for Ofd2 activity. Transcriptional profiling indicates that Ofd2 regulates the repression of oxidative phosphorylation genes during hypoxic stress. We show that Ofd2 is recruited to the 5′ end of oxidative phosphorylation genes specifically during hypoxia and that it uses its dioxygenase activity to regulate their transcription. Together, these data uncover a novel histone H2A modifying activity involved in the regulation of gene expression during hypoxia.

## Introduction

In all eukaryotic cells DNA is organised into higher order structures called chromatin. The histone octomer is the basic subunit of chromatin and it comprises four core histone proteins (H3, H4, H2A and H2B) around which DNA is wrapped. A remarkable feature of histone proteins is that they are post-translationally modified at many sites and at least eight classes of such histone modifications have been characterised to date. Importantly, it has been shown that these post-translational modifications play critical roles in regulating chromatin associated processes, such as DNA transcription, replication and repair (reviewed in Kouzarides^1^).

The 2-OG-Fe(II) dioxygenase family of enzymes are widespread in both bacteria and eukaryotes and catalyze a remarkable diversity of reactions, which typically involve the oxidation of a substrate using molecular oxygen (Figure 1A). Among this family are enzymes involved in small molecule biosynthesis including plant hormones and bacterial antibiotics [1], [2], [3]; hydroxylation of amino acid side-chains such as proline and asparagine in hypoxia-inducible factor proteins [4], [5], [6]; oxidative removal of methyl groups from both alkylated nucleic acids and methylated histone proteins [7], [8], [9]; and more recently hydroxylation of 5-methyl cytosine in DNA [10]. Structural studies have revealed that 2-OG-Fe(II) dioxygenases all contain a common ß-strand jelly-roll fold, that is involved in coordinating a catalytically active iron-centre, via a highly conserved HxD/E...H motif [11]. Sequence profile searches have uncovered a large number of proteins, many of which are largely uncharacterised, containing the same jelly roll fold and putative iron centre, typical of 2-OG-Fe(II) dioxygenases [12]. Given the known importance that histone post-translational modifications play in regulating chromatin function, we decided to conduct a screen of theses dioxygenase enzymes for activity with histone proteins.

**Figure 1:**
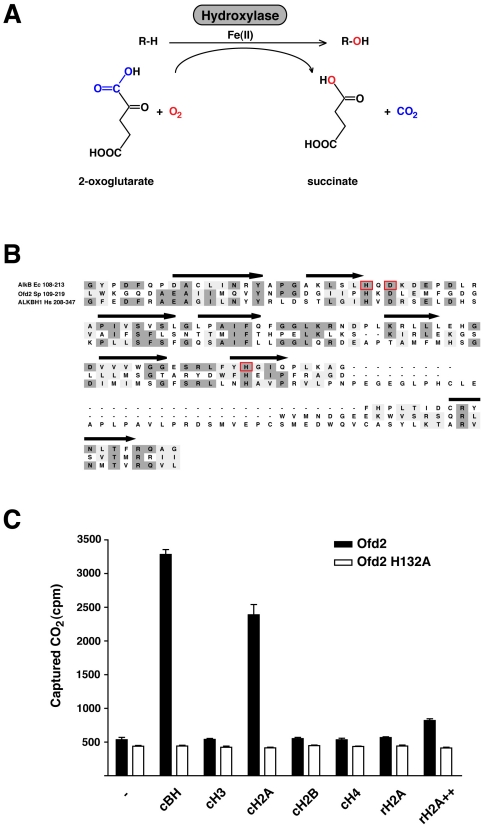
Histone H2A dioxygenase activity. A) General reaction schematic for 2-OG-Fe(II) hydroxylases. R represents an amino acid sidechain. B) ClustalW sequence alignmant of AlkB, Ofd2 and ALKBH1. The secondary structure B-strands for AlkB are dipicted as arrows. Residues in AlkB involved in iron binding are boxed in red. Dark and light shading denote conserved and similar residues respectively. Species abbreviations: Ec *Escherichia.coli*; Sp *Schizosaccharomyces pombe*; Hs *Homo sapiens*. C) Dioxygenase assay of Ofd2 and Ofd2 H132A iron binding mutant. Calf thymus bulk histone (cBH) and individual histones H3, H2A, H2B and H4 and recombinant H2A (rH2A). Dioxygenase activity was evaluated with the CO_2_ capture assay using 1ug of purified Ofd2 with 25ug cBH or 5ug of individual histones, except for ++ where 25ug was used. – indicate control reactions containing no substrates. Data is presented as mean from 2 replicates. Error bars equal 1 standard deviation.

## Results

### Ofd2 possess histone H2A hydroxylase activity

To search for potential new dioxygenase enzymes that modify histones we employed a radiolabeled CO_2_ capture assay initially developed for collagen proline and lysine hydroxylases [13]. In this assay candidate dioxygenase enzymes were bacterially expressed and then incubated with calf thymus bulk histones (cBH) along with [^14^C]-2-OG and the release of ^14^CO_2_ was monitored. Using this assay we found that when the *S. pombe* protein Ofd2 was incubated with cBH a substantial increase in CO_2_ levels was detected, when compared to no substrate control (Figure 1C). Sequence profile searches have revealed that Ofd2 belongs to the AlkB like sub-family of 2-OG-Fe(II) dioxygenases [12] (Figure 1B). The residues involved in iron binding are well conserved and have been shown to be essential for activity of AlkB like enzymes [14]. To test if the dioxygenase domain of Ofd2 is required for activity we mutated one of the iron coordinating histidine residues to an alanine (Ofd2 H132A) and tested it for activity with cBH (Figure 1C). The catalytic mutant Ofd2 H132A totally abolished release of CO_2_ to background levels, confirming that the dioxygenase domain was required for activity. The cBH comprise the four core histones H3, H2A, H2B and H4. To determine which of these core histones may be the target for Ofd2 we assayed individually purified calf thymus histones with the CO_2_ capture assay and found that the activity was associated with cH2A (Figure 1C). When we assayed Ofd2 with recombinant H2A (rH2A), increased release of CO_2_ was detected – however, unlike cH2A much more rH2A was required in the reaction (Figure 1C). Histone H2A purified from calf thymus is known to contain many different types of postranslational modifications, such as acetylation and methylation of lysine residues [31]. The increase in CO_2_ detected with cH2A over recombinant H2A may indicate that Ofd2 targets an existing modified residue on cH2A or requires a modified residue to recognise its substrate more efficiently.

Of all the human AlkB like homologs Ofd2 is closely related to Alkbh1 (Figure 1B). To test if Alkbh1 also contains histone dioxygenase activity we tested its activity with the CO_2_ capture assay and found that when incubated with calf thymus bulk histones (cBH) a substantial increase in CO_2_ levels was detected, when compared to no substrate control (Fig. S1). Like Ofd2, when we assayed individually purified calf thymus histones for activity with the CO_2_ capture assay we found that Alkbh1 activity was also associated with cH2A. When we mutated one of the iron binding histidine residues to an alanine (Alkbh1 H228A) and tested it for activity with cBH and cH2A the iron binding mutant totally abolished release of CO_2_ to background levels, confirming that the dioxygenase domain is required for activity. Taken together these results suggest that both Ofd2 and Alkbh1 possess dioxygenase activity towards histone H2A.

### Identification of a H2A motif required for Ofd2 dioxygenase activity

We decided to identify the H2A substrate for Ofd2 using a peptide library approach and a library comprising of 16 mer peptides derived from H2A was synthesized (Table S7). To date the removal of methylated residues in histones has been shown to be carried out by two distinct classes of enzyme. The LSD1 (Lysine specific demethylase 1) family was the first to be identified and can remove methylation from lysine residues by an oxidative reaction which uses flavin as a cofactor [15]. The second family contains a Jumonji C (JmjC) domain and can remove methyl groups from both lysine and arginine residues via a 2-OG-Fe(II) dependent process [9], [16]. To investigate if Ofd2 could potentially be a histone demethylase we included in our peptide library all possible combinations of methylated lysine and arginine residues, along with unmodified peptides. This library consisting of 94 peptides was then tested with Ofd2 using the CO_2_ capture assay. Using this library we found that Ofd2 activity, as indicated by increase in captured CO_2_, was detected in 8 peptides (C7-C12, D1-D2) out of the 94 peptides assayed (Figure 2A). A closer examination of the 8 peptide sequences found with Ofd2 showed that they all mapped to a common region within H2A, and were comprised of two 16 mer peptide backbones – 3 peptides contained methyl-arginine and 1 was un-methylated (Figure 2B). Interestingly, levels of captured CO_2_ were found to be similar for both the methylated and un-methylated peptides within each peptide backbone, suggesting that arginine methylation was neither required for, nor a substrate of, Ofd2. In an effort to identify the site of modification we carried out mass spectrometry analysis (as described in material and methods). However, we could not detect any mass change on any of the 8 peptides after Ofd2 treatment (data not shown). Currently it is unclear why Ofd2 dioxygenase activity cannot be detected by mass spectrometry. One explanation could be that the dioxygenase activity with the peptides is primarily uncoupled. In this scenario very little or no product would be formed, because conversion of 2-OG to succinate and CO_2_ occur without substrate oxidation. Analysis of other 2-OG-Fe(II) dioxygenases, such as collagen prolyl-4-hydroxylase [17] and *E.coli* AlkB [18], have also reported uncoupled turnover. In these cases uncoupled turnover has been suggested to be due to improper binding of the dioxygenase enzyme to its substrate. It may also be that Ofd2 requires an additional post-translational modification on H2A to correctly bind to its substrate, which may indicate why Ofd2 is significantly more active on cBH, then rH2A.

**Figure 2:**
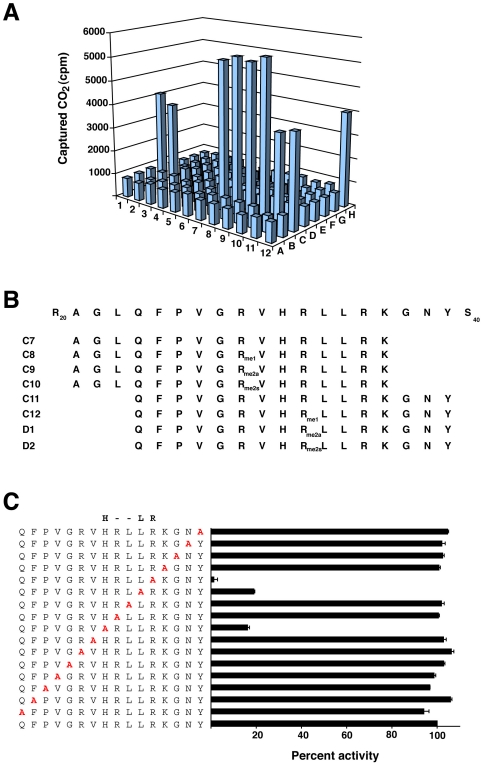
Identification of a motif in H2A required for Ofd2 dioxygenase activity. A) Dioxygenase assay of Ofd2 with H2A peptide library. Activity was evaluated with the CO_2_ capture assay using 1ug of purified Ofd2 with 6ug of peptide or 25ug of BSA (H11) and cBH (H12). For a list of peptide sequences see Table S7. B) Alignment of peptide amino acid sequence of 8 postive peptides (C7-12, D1-2) from A with histone H2A sequence. C) A HxxLR substrate motif for Ofd2. Alanine scanning analysis of peptide sequence C11 was evaluated with the CO_2_ capture assay using 1ug of Ofd2 with 6ug of peptide. Alanine substitutions are indicated in bold red. Data is from 2 replicates presented as a percent activity of captured CO_2_ relative to unmodified C11 peptide. Error bars equal 1 standard deviation. Residues found to be essential for activity are highlighted above peptide sequence.

To gain further insight into which residues were responsible for Ofd2 dioxygenase activity we performed alanine scanning substitutional analysis on peptide sequence C11 (Figure 2C). We found that substitution of 13 of the 16 residues with alanine showed similar percent activities to wild type C11 peptide sequence, indicating that these residues were not essential for Ofd2 activity. However, 3 residues did show significantly lower activity when substituted with alanine. Histidine 7 and leucine 10 substitution reduced activity to approximately 20 percent of wild type, while arginine 11 was reduced to near zero. The reduction in activity suggest that these 3 residues are required for Ofd2 activity. A similar substitutional scanning analysis conducted with peptide C7 gave exactly the same result (Figure S2). Together, our data uncover HxxLR as the minimal motif in H2A required for Ofd2 activity.

### Increased hypoxic repression of oxidative phosphorylation genes in Ofd2 deletion strain

To gain further insight into the function of histone H2A dioxygenase activity we investigated the biological role of Ofd2. Previous work has shown that another *S. pombe* 2-OG-Fe(II) dioxygenase called Ofd1 is involved in the oxygen dependent regulation of Sre1 protein levels in response to hypoxic stress [19]. Interestingly, like Ofd1, the *Ofd2* gene had been shown to be transcriptionally up-regulated by hypoxic stress [20] and we therefore reasoned that Ofd2 might also be involved in the regulation of hypoxia genes. To investigate this we created a deletion strain of Ofd2 (Ofd2**Δ**) and used transcriptional profiling microarray analysis to compare transcriptional profiles in wild type (wt) and Ofd2**Δ** cells before and after 90 min hypoxia treatment. 

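Transcript levels in wt and Ofd2Δ cells were measured on 1-colour NimbleGen arrays of S. pombe, after 90 min in normal oxygen (20% in the sample labels) or in hypoxia (below 1%). RNA from 2 experiments was pooled for each condition and hybridised to 1 array, so the differences between the arrays have no replicate check and no p-values are given. Each array carries 4997 targets, of which 4996 are measured by 7 probes of 60 bases in each of 2 blocks and 1 by 10 spots, and 2083 spots with random sequences as controls. The authors deposited the scanned intensity of every probe, neither background-corrected nor normalised, and a table of normalised gene values with 2 blocks per target. The median gene spot was 7529 in wt and 6597 in Ofd2Δ cells in normal oxygen, and 7045 in wt and 4009 in Ofd2Δ cells in hypoxia, against control medians of 125, 122, 126 and 112 in the same order. At least 4949 of the 4997 targets lay above the 95th percentile of the control spots on every array. The Ofd2Δ hypoxia array was scanned on a separate occasion, and 0 of its spots reached 65000, against 77 to 97 spots on the other arrays, so that a difference between the strains in hypoxia cannot be told apart from a difference between scans. The probe intensities were background-corrected and quantile-normalised over the 4 arrays and summarised by median polish per target and block. The ratio of hypoxia to normal oxygen was then taken in each block, and the mean of both block ratios is given here as the gene's ratio. Gene names came from the supplementary tables. Of Table S1, the first 1694 of the 4997 targets were held and 3303 were not, so 1615 targets have a usable name and 3382 appear in the counts without one. The deleted gene, ofd2, is not among the named targets, so its level does not check the strain labels here.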

The results can be found in Table S1. 

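From the probe intensities, transcripts of the named genes of several housekeeping groups differed little at the median between hypoxia and normal oxygen in either strain. The 45 named genes of cytosolic ribosomal proteins had a median ratio of 1.03 in wt and 1.11 in Ofd2Δ cells, and 0 of them changed by 2-fold (0 by 1.5-fold in wt and 1, rpl1701, in Ofd2Δ). The 24 named genes of mitochondrial translation had medians of 0.999 and 1.02, with 0 changed by 2-fold and 1, the elongation factor gene mef1, at least 1.5-fold lower in Ofd2Δ cells alone. For 5 named genes of glycolysis and fermentation, the medians were 1.09 and 1.10. Among these, the alcohol dehydrogenase gene adh1 had ratios of 1.09 and 0.968, and gpd3, which encodes glyceraldehyde-3-phosphate dehydrogenase, 1.28 and 1.75. The genes of histone H2A, hta1, and of H2B, htb1, had ratios of 0.971 and 0.876 in wt, and of 0.901 and 0.790 in Ofd2Δ cells. Of the 2-oxoglutarate dioxygenases, epe1, jmj3 and jmj4 carry a name, and their median ratio was 1.11 in wt and 1.12 in Ofd2Δ cells. The lists hold 19 genes of glycolysis and fermentation, 11 histone genes and 8 dioxygenases, so most of their members carry no name. The log2 ratios of the 2 blocks of a target differed by a median of 0.070 in wt and 0.16 in Ofd2Δ cells, a technical spread within an array. All 1694 targets held from Table S1 have the values of the deposited value table, in which rpl1701 has a ratio of 1.01 and mef1 of 0.445 in Ofd2Δ cells. There gpd1, a gene of the glycolysis list, has a ratio of 2.03 in wt, against 1.16 from the probe intensities. The 2 histone genes have a median of 0.694 there in Ofd2Δ cells, with 1 of them at least 1.5-fold lower.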

To identify potential genes whose expression might be different between the two strains we calculated the change in gene expression in hypoxic compared to normal oxygen conditions (Table S1 +/- hypoxia), and plotted these ratios as log2 values on a scatter plot (Figure S3). Using this procedure we identified in total 25 genes whose expression were increased (green squares) and 42 genes whose expression were reduced (red squares) two fold or greater. Analysis of these genes revealed that some of the genes previously identified as being induced or repressed by low oxygen stress [20], were also induced or repressed in our study (see Tables S2, S3, S4, S5). 

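After hypoxia, the transcripts of mug114, erg31 and ght5 were among those that rose in both strains, and those of dak2, cyc2 and mic26 among those that fell. The largest rise of a named gene in wt was that of mug114, 5.46-fold, and it rose 6.88-fold in Ofd2Δ cells. The sterol C-5 desaturase gene erg31 rose 2.55-fold in wt and 2.26-fold in Ofd2Δ cells, and ght5, which encodes a glucose transporter, 2.31-fold and 2.41-fold. Among the genes that fell, the dihydroxyacetone kinase gene dak2 had a ratio of 0.230 in wt and 0.265 in Ofd2Δ cells, and cyc2, which encodes the cytochrome c heme lyase, 0.379 and 0.423. The ratios of mic26, a gene of mitochondrial inner membrane organisation, were 0.418 and 0.355. In wt, 8 of the 4997 targets were at least 2-fold higher in hypoxia and 32 at least 2-fold lower. In Ofd2Δ cells, 22 were higher and 50 lower. In total, 26 targets were higher in at least 1 strain (13 of them named) and 59 were lower (34 named). The 4 targets that were higher in both strains are mug114, erg31, ght5 and SPBPB2B2.06c, and 23 targets were lower in both. Of these genes, SPBPB2B2.06c lies below the 25th percentile of level, as does dak2. Scaling the arrays to a common median in place of quantile normalisation gave 125 higher and 67 lower in at least 1 strain, and leaving out targets under the 25th percentile of level left 9 and 23. The deposited value table gave 25 higher and 29 lower in wt, of which 5 and 24 were also found from the probe intensities.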

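The genes known from the earlier study are starred in Tables S2–S5, and 29 of the 69 genes in these tables carry the star. Transcripts of sre1, which encodes the transcription factor that drives sterol synthesis genes in low oxygen, were 1.51-fold higher in hypoxia in wt and 1.29-fold in Ofd2Δ cells. Those of hem13, the coproporphyrinogen oxidase of heme synthesis, were 1.77-fold and 1.58-fold higher, and those of the squalene epoxidase gene erg1 1.68-fold and 1.59-fold. Other starred sterol genes differed less, with 1.11-fold and 0.982-fold for erg11 and 1.09-fold and 0.955-fold for erg25. The starred genes pmp20, a peroxiredoxin, and SPAC1F12.10c fell, to 0.391 and 0.293 of their level in wt and to 0.332 and 0.319 in Ofd2Δ cells. Of the 29 starred genes, 3 changed by 2-fold in wt (erg31, pmp20 and SPAC1F12.10c) and 17 by 1.5-fold. Of the 40 genes without a star, 28 changed by 2-fold in wt and 38 by 1.5-fold. By table, 5 of the 25 genes of Table S2 rose in wt (14 by 1.5-fold, median ratio 1.54) and 24 of the 29 genes of Table S3 fell (29 by 1.5-fold, median 0.427). In Ofd2Δ cells, 6 of the 24 genes of Table S4 rose (10 by 1.5-fold, median 1.28) and 27 of the 43 genes of Table S5 fell (41 by 1.5-fold, median 0.448). The study chose these genes on the same arrays, so their directions are not independent evidence. In the deposited value table, 26 of the 29 starred genes and 28 of the 40 others changed by 2-fold in wt.

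**Figure D1:**
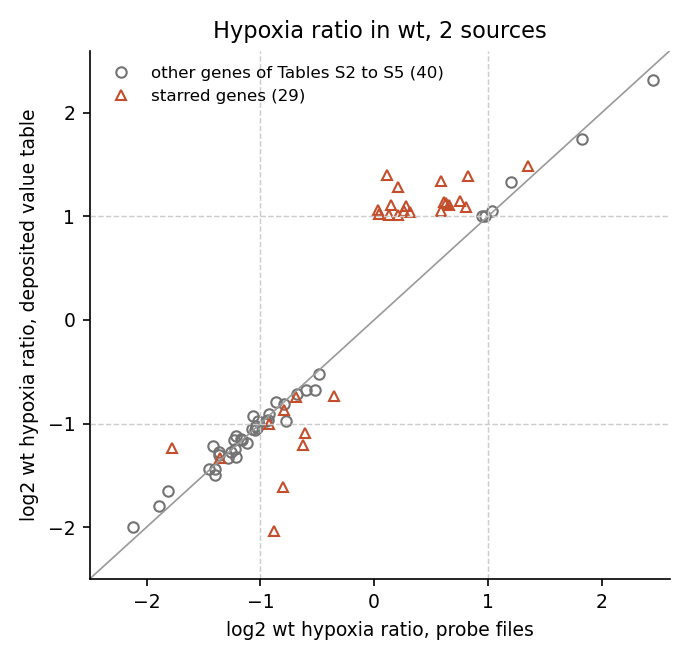
Change of the genes of Tables S2–S5 in wt cells, as log2 ratio of hypoxia to normal oxygen. The horizontal axis is the ratio from the probe intensities and the vertical axis that from the deposited value table, with triangles for the 29 starred genes and circles for the 40 others. The diagonal marks equal values and the dashed lines a 2-fold change. The circles lie along the diagonal, with a median absolute difference of 0.050, and 23 triangles lie more than 0.3 away in the vertical direction.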

We applied a threshold limit of 1.5 fold to the gene expression ratios of both the induced and repressed genes to identify those responding differently in the wt or Ofd2**Δ** strains (Figure S1 grey line). We reasoned that any genes lying within this threshold limit would be considered to have similar expression between the two strains, while any lying outside could be considered to be expressed differently. For genes induced in low oxygen conditions, applying this threshold limit revealed that all lay within this threshold. Thus, we conclude that the induction of these genes occurs at a relatively similar level in both the wt and Ofd2**Δ** strains. However, a similar analysis of the repressed genes revealed that 8 out of the 42 lay outside the threshold limit (Figure S1 shaded box). 

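Several induced genes had different ratios in the 2 strains. The hexose transporter genes ght1 and ght4 had ratios of 1.93 and 1.66 in wt and of 4.01 and 2.82 in Ofd2Δ cells, so that the Ofd2Δ ratio was 2.07 and 1.69 times the wt ratio. SPCC584.16c rose in Ofd2Δ cells, by 2.17-fold, and had a ratio of 1.05 in wt. Within the 1.5-fold limit lay ght5, mug114, erg31 and SPBPB2B2.06c, the genes induced in both strains, at 1.04, 1.26, 0.887 and 0.805 times the wt ratio. Of the 26 targets induced at least 2-fold in either strain, 14 lay outside the limit, 12 of them with the higher ratio in Ofd2Δ cells and 2 with the lower. The 2-fold rule was met by 22 targets in Ofd2Δ cells and by 8 in wt, which favours a higher Ofd2Δ ratio among those selected. Among all 4997 targets, 99 had an Ofd2Δ ratio higher than the wt ratio by the limit and 36 a lower one. Of the 14, 5 carry a name. The other two, wtf7 and SPCC1739.08c, rose 2.16-fold and 4.62-fold in Ofd2Δ cells and are named here after their values were seen. Both are dim, at percentiles 10.4 and 6.96 of level. After median scaling, 115 induced targets lay outside the limit, 114 of them higher in Ofd2Δ cells, and 4 did when targets under the 25th percentile of level were left out. From the deposited value table, 1 of 26 did, which is not among the 14, and ght1, ght4 and SPCC584.16c stood there at 1.09, 1.03 and 0.876 times the wt ratio. Their Ofd2Δ ratios in that table were 2.18, 1.72 and 0.911, and those of wtf7 and SPCC1739.08c 1.52 and 1.82.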

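Transcripts of erg31 rose in both strains, while the other named genes of sterol and heme synthesis did not change by 2-fold in either. Of 27 genes of sterol synthesis, 12 carry a name, and their median ratio was 1.10 in wt and 1.01 in Ofd2Δ cells. In each strain 1 of them, erg31, rose (2 at 1.5-fold, erg31 and erg1). The Ofd2Δ ratio was 0.827 to 1.04 times the wt ratio, with erg9, the squalene synthase, at the lower end, so that 0 of the 12 lay outside the 1.5-fold limit. Of 7 genes of heme synthesis, 3 carry a name, with a median of 1.12 in wt and 0.952 in Ofd2Δ cells, and 0 rose (1, hem13, at 1.5-fold). Of 12 genes of the Sre1 pathway, 6 carry a name, with medians of 1.02 and 1.09. In wt, 0 of these 6 rose (1, sre1, at 1.5-fold). Of the 12 sterol genes, 5 carry a name only through Tables S2–S5, which list genes chosen on these arrays, and are not independent evidence. The deposited value table gives a median ratio of 2.62 for the heme genes in both strains, and has 6 of the sterol genes at least 2-fold higher in wt.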

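The repressed gene str1, which encodes a siderophore-iron transporter, had a ratio of 0.585 in wt and 0.279 in Ofd2Δ cells, 0.477 times the wt ratio. The subtelomeric gene pfl7 fell in Ofd2Δ cells alone, with ratios of 0.987 and 0.422, and SPCC191.04c, at 2-fold, in wt alone, with 0.375 and 0.661 (both below the 25th percentile of level). Neither call holds in the deposited value table, where pfl7 has ratios of 0.992 and 0.765 and SPCC191.04c of 0.430 and 0.422. The other named genes that fell at least 2-fold in either strain lay within the 1.5-fold limit. The gene of mitochondrial superoxide dismutase, sod2, had ratios of 0.528 and 0.361, which is 0.684 times the wt ratio, and meu26 of 0.269 and 0.191. The level of meu26 also lay below the 25th percentile. Of the 59 targets repressed at least 2-fold in either strain, 18 lay outside the limit, 14 of them lower in Ofd2Δ cells and 4 higher. Those with a name are str1, pfl7 and SPCC191.04c. Of the 32 targets repressed in wt, 4 lay outside the limit and all 4 were higher in Ofd2Δ cells. Selection on 1 strain favours the stronger change in that strain. In the deposited value table, 3 of 29 targets repressed in wt lay outside the limit, and all 3 were lower in Ofd2Δ cells. Among all 4997 targets, whether changed by hypoxia or not, 36 had an Ofd2Δ ratio lower than the wt ratio by the limit and 99 a higher one. Median scaling turned this balance, with 11 repressed targets outside the limit lower in Ofd2Δ cells and 14 higher, while 9 lay outside it without background correction and 5 when targets under the 25th percentile of level were left out. Of 43 repressed targets in the deposited value table 8 did, all 8 lower in Ofd2Δ cells, and 1 of them, str1, is among the 14.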

Interestingly, all 8 genes were more repressed in the deletion strain (closer to the Ofd2**Δ** axis). 

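Of the 21 named oxidative phosphorylation genes, 14 had transcripts at least 1.5-fold lower in hypoxia in wt and 14 in Ofd2Δ cells. The list holds 37 such genes, and for the 21 named ones the median ratio was 0.623 in wt and 0.602 in Ofd2Δ cells. In wt, 2 of them fell, qcr7 of the cytochrome bc1 complex with a ratio of 0.491 and the ATPase inhibitor gene inh1 with 0.425. In Ofd2Δ cells 5 fell, qcr7 (0.385), inh1 (0.360), the ATP synthase genes atp7 (0.465) and SPCC1840.06c (0.415), and the cytochrome c gene cyc1. The NADH dehydrogenase gene ndi1 had ratios of 0.532 and 0.514, and sdh3, a subunit of succinate dehydrogenase, 1.14 and 1.31. Of 15 citric acid cycle genes, 7 carry a name, with medians of 0.945 and 0.985 and 0 that fell (1, fum1, at 1.5-fold). For the 21 oxidative phosphorylation genes, the Ofd2Δ ratio was 0.967 times the wt ratio at the median, with a range of 0.785 to 1.16 and 0 genes outside the 1.5-fold limit. As a description of these arrays, the 15 of them that are named through Table S1 lay at percentile 0 of 10000 random lists matched on level for the ratio in each strain, and at percentile 21.4 for the Ofd2Δ ratio over the wt ratio. Of these 15, 8 in wt and 9 in Ofd2Δ cells were at least 1.5-fold lower. The other 6 are named only through tables of genes chosen on these arrays and are not independent evidence. In the deposited value table, 7 of the 21 genes fell in wt and 12 in Ofd2Δ cells, with median ratios of 0.597 and 0.407, and the Ofd2Δ ratio was 0.805 times the wt ratio at the median, with 6 outside the limit. For the 15 named through Table S1 it was 0.857 times, with 2 outside the limit and percentile 0.04, and without these 2, cyc1 and qcr2, 0.939 times, with 0 outside and percentile 7.46.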

A closer analysis of these 8 genes reveals that 6 out of the 8 are involved in mitochondrial electron transport and ATP synthesis – processes that are associated with cellular energy production via oxidative phosphorylation (Table 1).

**Table 1:** Significantly^a^ hypoxia repressed genes in Ofd2Δ.

Functional category and gene	Name	Description	Fold change +/−hypoxia^b^	
			wt	Ofd2Δ
Oxidative phosphorylation				
SPCC191.07	*cyc1*	cytochrome c	0.24	0.15
SPAC3A11.07	*-*	NADH dehydrogenase	0.33	0.17
SPBC13E7.04	*atp16*	F1-ATPase delta subunit	0.47	0.30
SPAC1782.07	*qcr8*	ubiquinol-cytochrome-c reductase complex subunit 7	0.55	0.35
SPBP4H10.08	*qcr10*	ubiquinol-cytochrome-c reductase complex subunit	0.60	0.36
SPCC613.10	*qcr2*	ubiquinol-cytochrome-c reductase complex core protein	0.63	0.41
Cellular iron ion homeostasis				
SPBC4F6.09	*str1*	siderophore-iron transporter	0.51	0.30
Mitochondrial translation				
SPBC409.22c	*-*	mitochondrial translation elongation factor G	0.70	0.44

a Threshold of 1.5 fold (see Figure S1).

b Presented as average change in gene expression in hypoxia over expression in normal oxygen conditions.

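All 8 genes of Table 1 had lower transcript levels in hypoxia in both strains. The cytochrome c gene cyc1 had a ratio of 0.544 in wt and 0.465 in Ofd2Δ cells. For SPAC3A11.07 (nde1), an NADH dehydrogenase, the ratios were 0.572 and 0.593, and for the ATP synthase gene atp16 0.656 and 0.651. Of the subunits of the cytochrome bc1 complex, qcr8 had ratios of 0.579 and 0.586, qcr10 of 0.623 and 0.520, and qcr2 of 0.697 and 0.636. The ratios of SPBC409.22c (mef1) were 0.714 and 0.553. In wt, 0 of the 8 genes fell by 2-fold and 6 were at least 1.5-fold lower. In Ofd2Δ cells 2 fell by 2-fold, cyc1 and str1, and 8 were at least 1.5-fold lower. The Ofd2Δ ratio was 0.883 times the wt ratio at the median of the 8 genes, and 1 of them, str1, lay outside the 1.5-fold limit. The study chose these genes on the same arrays, so they are not independent evidence of a direction. The deposited value table puts the Ofd2Δ ratio at 0.625 times the wt ratio at the median, with all 8 genes outside the limit.

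**Figure D2:**
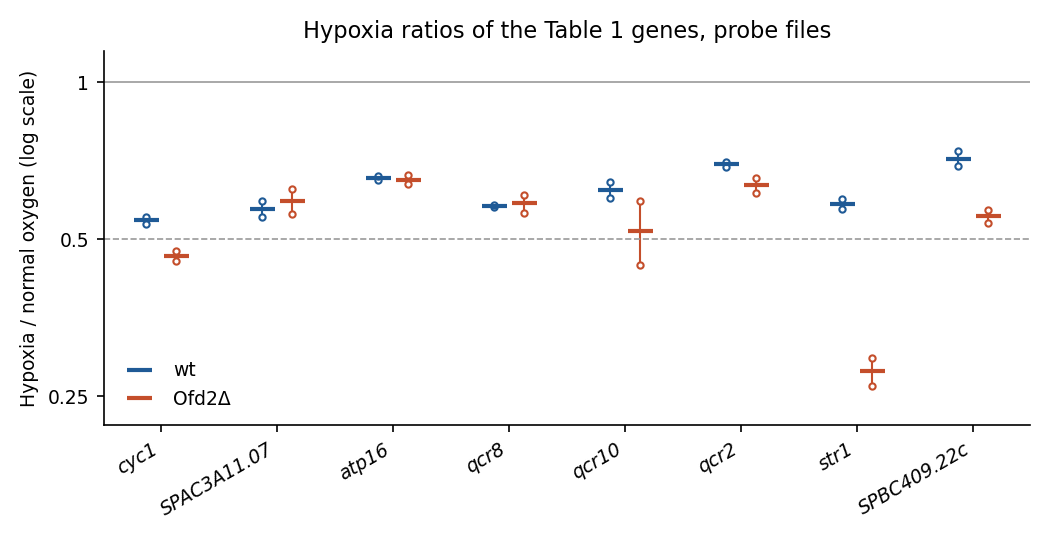
Ratio of hypoxia to normal oxygen of the 8 genes of Table 1, from the probe intensities, on a logarithmic axis. Open circles are the 2 array blocks and short bars their mean, with wt in blue and Ofd2Δ in orange, and lines mark no change and a ratio of 0.5. The 2 strains lie furthest apart for str1.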

To confirm our microarray observations we performed reverse transcriptase and quantitative real-time polymerase chain reaction (RT-qPCR) analysis on three oxidative phosphorylation genes (*cyc1, qcr8 and SPAC3A11.07)* repressed during hypoxia and two control genes (*erg3* and *hem1)* which are induced (Figure 3A). The results confirmed our microarray data. The repressed genes *cyc1, qcr8 and SPAC3A11.07* displayed greater repression in the Ofd2**Δ** strains when compared to wt. In contrast, no difference was observed between wt and Ofd2**Δ** strains for the induced genes *erg3* and *hem13*. Analysis of two additional Ofd2**Δ** strains (SP13 and h90) showed similar results. Together with the transcriptional profiling microarray analysis we conclude that in *S. pombe* certain genes associated with oxidative phosphorylation are more repressed during hypoxia treatment when Ofd2 is deleted.

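Levels of the oxidative phosphorylation transcripts were also compared directly between the strains. In normal oxygen, the level in Ofd2Δ cells was 1.02 times that in wt at the median of the 21 named genes, and in hypoxia it was 0.977 times. The cytochrome c gene cyc1 stood at 0.966 times the wt level in normal oxygen and at 0.826 times in hypoxia. For qcr10 these values were 1.12 and 0.932, for qcr8 1.03 and 1.04, and for nde1 0.876 and 0.906. The iron transporter gene str1 stood at 0.964 times the wt level in normal oxygen and at 0.460 times in hypoxia, the lowest value in hypoxia among the genes of Table 1. Between the blocks, the log2 ratio of the strains differed by a median of 0.10 in normal oxygen and 0.16 in hypoxia. From the deposited value table, the level in Ofd2Δ cells was 0.991 times that in wt in normal oxygen and 0.801 times in hypoxia, at the median of the same 21 genes. From the genes that lay outside the limit between the strains, and from the RT-qPCR of some of them in Figure 3A, the paper concludes that certain genes of oxidative phosphorylation are repressed more strongly in hypoxia when Ofd2 is deleted.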

**Figure 3:**
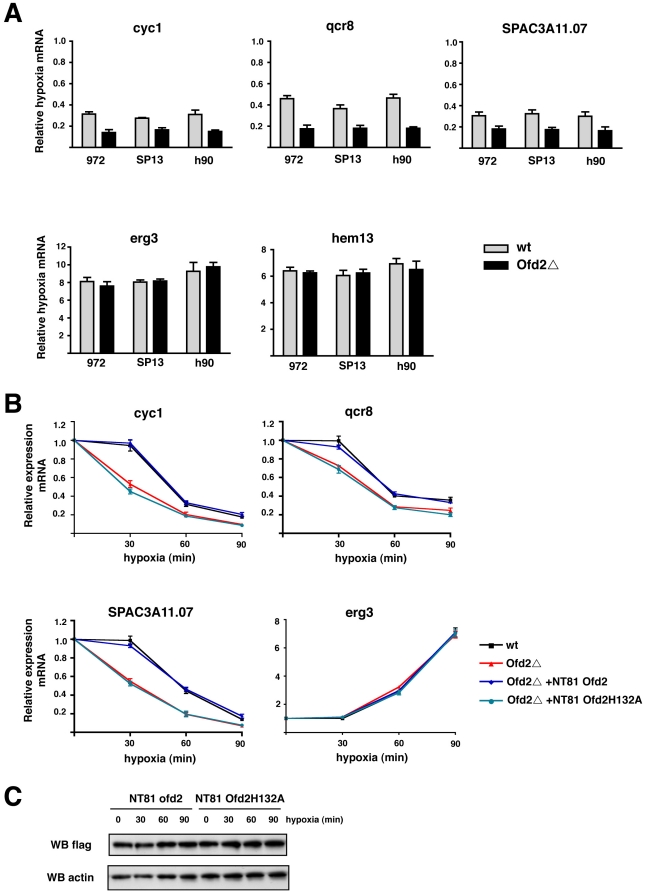
Role for Ofd2 dioxygenase domain in oxygen sensing. A) Three yeast strains (972, SP13 & h90) that were wt and deleted for Ofd2 (Ofd2**Δ**) were cultured for 90 min at both normal oxygen and hypoxia conditions. Total RNA samples were then prepared and mRNA levels of 3 repressed genes (*cyc1, qcr8 & SPAC3A11.07*) and two induced genes (*erg3 & hem13*) were quantitated by RT-qPCR. Expression levels were then normalised to *act1* and the fold change in expression levels of hypoxia over normal oxygen conditions were plotted as relative hypoxia mRNA. Data are the mean from 3 replicate qPCR. Error bars equal 1 standard deviation. B) Hypoxia time course analysis of mRNA levels for 3 repressed and 1 induced gene in wild type (wt), Ofd2**Δ**, Ofd2**Δ** rescued (Ofd2**Δ**+NT81 Ofd2) and iron binding mutant rescued (Ofd2**Δ**+NT81 Ofd2H132A) strains. At 0, 30, 60 and 90 min after hypoxia treatment total RNA samples were prepared and mRNA levels were quantitated by RT-qPCR and normalised to *act1*. Expression levels at each time point were then plotted relative to the levels at time 0. Data are the mean from 2 replicate qPCR. Error bars equal 1 standard deviation. B) Western blot analysis of 25 µg of whole cell extracts of NT81 Ofd2 and NT81 Ofd2H132A strains at various time points after hypoxia treatment with anti-flag and anti actin antibodies.

### Oxygen sensing role for Ofd2 dioxygenase domain

To investigate further the role of Ofd2 in regulating hypoxic gene expression we performed a time course experiment with wild type and Ofd2Δ cells, where samples were collected 30, 60 and 90 mins after hypoxic treatment and mRNA levels for selected genes were quantified by RT-qPCR (Figure 3B). In both wild type (black line) and Ofd2Δ cells (red line) we observed relatively little difference in mRNA levels for the induced (control) gene *erg3*, at all time points after hypoxia treatment. This is in agreement with our previous data, which showed no involvement of Ofd2 in affecting hypoxia induced genes. For the oxidative phosphorylation genes, *cyc1, qcr8* and *SPAC3A11.07*, we observed a greater reduction in mRNA expression of these genes at all time points in the Ofd2Δ strain. More interestingly, 30 min after hypoxic treatment, where relatively little or no reduced expression is seen in the wt strain, a markedly greater reduced expression of these genes is observed in the Ofd2Δ strain, suggesting that the Ofd2Δ strain is more sensitive to hypoxic stress. Importantly, all these observations could be rescued when a cDNA for Ofd2 was reintroduced back into Ofd2Δ (Ofd2Δ +NT81 Ofd2), confirming that this effect is specific to the Ofd2 gene.

To test if the H2A dioxygenase domain of Ofd2 is required for Ofd2 activity we mutated the iron coordinating His residues to an Ala (Ofd2H132A) and reintroduced this back into the Ofd2Δ strain and re-tested hypoxia-induced gene expression (Figure 3B). We found that like the Ofd2Δ strain (red line), the Ofd2H132A mutant (purple line) mirrored both the early and reduced expression of mRNA levels for *cyc1, qcr8* and *SPAC3A11.07*. The effect of the mutation was not due to aberrant protein stability as similar protein levels were detected to that of non-mutated Ofd2 (Figure 3C). Collectively, these results suggest that during early exposure of cells to hypoxia, Ofd2 may play a role in the sensing process, inhibiting mRNA reduction until critical levels of oxygen are reached and that this requires the activity of the Ofd2 dioxygenase domain.

### Hypoxia dependant localisation of Ofd2 to repressed genes

Our finding that Ofd2 possesses dioxygenase activity towards histone H2A raised the possibility that Ofd2 may directly regulate transcription. One way that transcriptional regulators influence transcription is via binding to their chromatin targets [21]. To test if Ofd2 exerts its effect in this way we assayed Ofd2 binding to oxidative phosphorylation genes using chromatin immunoprecipitation (ChIP). Cells containing flag-tagged Ofd2 were cultured in the presence or absence of oxygen for 60 min and Ofd2 immunoprecipitated DNA was quantified using qPCR. When compared to a control immunoprecipitation (IgG), Ofd2 was found to be enriched at the 5′ region of each of the three oxidative phosphorylation genes previously identified as Ofd2 regulated (Figure 4A–C). For each gene, binding of Ofd2 was dependant on hypoxia, as cells cultured in normal oxygen conditions did not ChIP significant amounts above the control IgG. In addition, and in agreement with our previous observations that Ofd2 is not involved in the regulation of induced genes, Ofd2 was not found to be enriched at the hypoxically induced *erg3* gene (Figure 4D). Together, these data suggest that Ofd2 acts directly at the 5′ region of the oxidative phosphorylation genes to regulate their repression in response to low oxygen stress.

**Figure 4:**
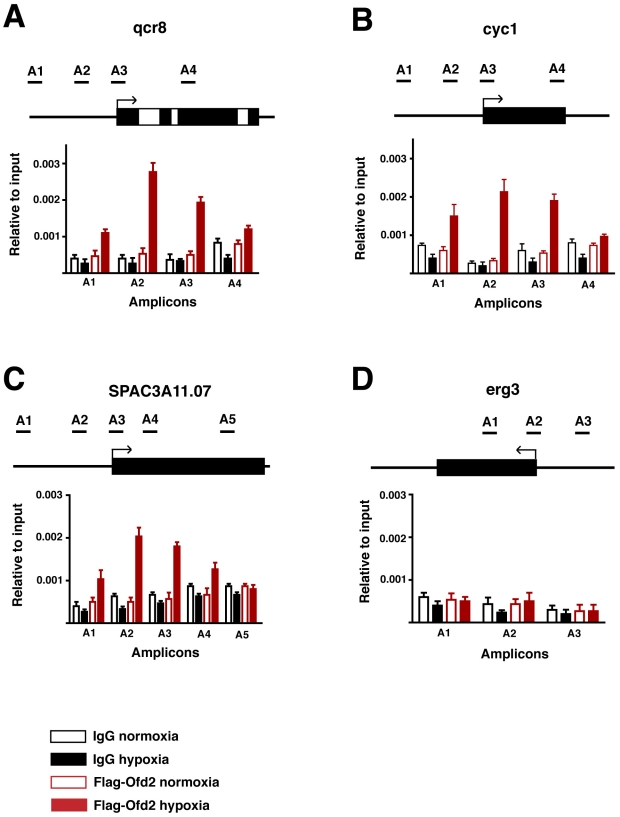
Ofd2 localises to repressed genes during hypoxia. A strain containing flag tagged Ofd2 was grown under hypoxic or normal oxygen conditions for 60 min. Chromatin immunoperciitation was then performed using anti-flag or anti mouse IgG as indicated. Binding to various amplicons in 3 repressed genes. (A–C) and 1 induced gene (D) was assayed using qPCR. Bound DNA is plotted relative to input DNA. Data are the mean from 2 replicate qPCRs. Error bars equal 1 standard deviation. Location of amplicons in each gene is depicted above each graph and arrows indicate 5′ end of gene.

## Discussion

Our screen for histone dioxygenase enzymes has uncovered Ofd2 as a novel histone H2A dioxygenase enzyme. By using a combination of peptide screening and alanine scanning substitution analysis we have found an HxxLR motif in H2A that is a substrate for Ofd2. Using transcriptional profiling microarray analysis we then went on to show that Ofd2 is involved in regulating the repression of oxidative phosphorylation genes under hypoxia conditions. We also demonstrate that in cells either deleted for Ofd2, or containing a catalytically inactive Ofd2 dioxygenase domain, the decrease of expression levels of oxidative phosphorylation genes is more rapid, when challenged with hypoxia. Thus, our results identify Ofd2 as a novel histone H2A dioxygenase enzyme involved in the regulation of gene expression during hypoxia.

The exact modification of H2A by Ofd2 remains to be determined. Previous members of the 2-OG-Fe(II) dioxygenase family have been shown to act on protein substrates and to catalyse both hydroxylation of amino acids, such as proline [22] and lysine [23] in collagen, as well as to demethylate methylated amino acids, such as methyllysine in histone proteins [9]. Our analysis did not find evidence of demethylation occuring in our peptide library screen. Although, we cannot rule out the possibility that in certain other circumstances, Ofd2 may catalyse a demethylation reaction, these data suggest that Ofd2 catalyses hydroxylation of an amino acid residue. The HxxLR motif that we identified most likely contains the site of hydroxylation. Interestingly, out of these three amino acid residues, hydroxylation of arginine has been described in proteins extracted from the adhesive plaque and foot of marine mussels [24].

Finally, we show that Alkbh1, a mammalian protein closely related to Ofd2, is also a histone H2A dioxygenase enzyme. In a gene deletion study by Pan et al., [25] *Alkbh1^-/-^* mice displayed impaired placental trophoblast lineage differentiation. Alkbh1 was shown to interact with Mrj, an essential placental protein that recruits class II histone deacetylases to repress transcription during placental development. Therefore, it would seem that H2A dioxygenase activity, catalysed by Ofd2 and Alkbh1, share a common functional role in regulating gene expression.

## Methods

### Strains and plasmids

The following S. pombe strains were used: 972 (h-), SP13 (h- leu1-32), h90 (leu1-32 ade6-210 ura4-D18), DL1003 (h- Ofd2ΔKAN), DL1016 (h-90 leu1-32 ade6-210 ura4-D18 Ofd2ΔKAN), DL1020 (h-, leu1-32, Ofd2ΔKAN), DL1023 (h-, leu1-32 Ofd2ΔKAN ::leu1^+^pREPNT81-Flag-Ofd2), DL1024 (h- leu1-32 Ofd2ΔKAN ::leu1^+^ pREPNT81-Flag-Ofd2H132A). Standard methods and techiques for fission yeast genetic manipulations were employed [26]. Plasmids containing the Ofd2 gene were generated by inserting genomic fragments generated by PCR into pREPNT81 [27] and pET30a (Novagen) to generate N-terminal flag tagged Ofd2 (pREPNT81-Flag-Ofd2) and hexa-histidine tagged Ofd2 (pET30a-His-Ofd2) respectively. The alkbh1 plasmid pET15b-His-ABH1 has been previously described [28]. Mutation of histidine 132 in Ofd2 and 228 in Alkbh1to alanine was carried out using the QuickChange site-directed mutagenesis kit (Stratagene) to generate plasmids pREPNT81-Flag-Ofd2H132A, pET30a-His-Ofd2H132A and -His-ABH1 H228A. All cloning and mutagenesis were verified by sequencing.

### Protein expression and purification

Expression plasmids encoding hexa-histidine tagged full length and iron binding mutant Ofd2 and alkbh1 were transformed into BL21 Codon plus (Statagene). To induce expression, cultures were grown at 37°C to OD_600_ = 0.6 and IPTG was added to a final concentration of 0.5 mM and incubation continued for 1 hr. Harvested cells were then broken by French press in lysis buffer (25 mM Tris-HCl pH 8.0, 300 mM NaCl, 0.1% Triton-X-100, 0.5 mM ß-mercaptoethanol, 5 mM imidazole, protease inhibitors). Lysates were clarified by centrifugation at 12,000×g for 20 min at 4°C, then loaded onto a Ni-NTA agarose column (Qiagen). The resin was washed 3× with 20 column volumes of wash buffer (25 mM Tris-HCl pH 8.0, 300 mM NaCl, 0.5 mM ß-mercaptoethanol, 20 mM imidazole). Bound proteins were then eluted in wash buffer containing 250 mM imidazole. Purified proteins were then dialysed into storage buffer (25 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.5 mM DTT, 5% glycerol).

### Histone proteins and peptides

Calf thymus bulk histones and individual calf thymus histone H3, H2A, H2B and H4 were purchased from Roche. Recombinant H2A was from Upstate. Peptides were synthesized by the peptide synthesis service, Cancer Research UK. The sequences of the peptides are listed in Table S7.

### CO_2_ capture assay

Hydroxylation activity was determined radiochemically by measuring hydroxylation dependent release of [^14^C]CO_2_ as previously described [13]. Standard assay conditions comprised 40 µl reactions containing, 30 mM Hepes pH7.5, 90 µM 2-oxoglutarate, 10 µM [1-^14^C]2-oxoglutarate (PerkinElmer Life Sciences), 4 mM ascorbate, 250 µM (NH4)_2_Fe(SO_4_)_2_, purified Ofd2,Ofd2 H132A, alkbh1 or alkbh1 H228A and substrates as indicated. For each set of assays two stocks were made, one total volume 20 µl contained substrate, the second contained purified enzyme and all other reagents. Assays were started by the addition of 20 µl freshly prepared enzyme stock to the substrate stock. To recover [^14^C]CO_2_ a strip of Whatman 3 MM filter paper pre soaked in 30 mM calcium hydroxide was immediately inserted into the neck of the tube and the tube sealed. The assays were then incubated at 37°C for 60 min. Upon reaction completion, filter strips were removed, air dried, treated with scintillant and then counted for radioactivity in a scintillation counter. For screening the peptide library in Figure 2A the above conditions were adapted to a 96 well micro titre plate as previously described [29].

### Cell culture

Strains were grown at 30°C with shaking to exponential phase (OD = 0.5) in yeast extract media containing 2% glucose (YES) plus supplements (225 µg/ml each of histidine, leucine, adenine, lysine and uracil). Hypoxic (<1% O_2_) growth conditions were maintained using the AnaeroGen system (Oxoid), as per the manufacturer's instructions. For experiments using strains carrying the pREPNT81 vector, cells were first grown overnight in Edinburgh minimal media without leucine. The next day cells were transferred to YES media plus supplements and grown for 3 population doublings to OD = 0.5 before beginning hypoxia treatment.

### Microarray experiments

Exponentially growing cultures of wt (972) and Ofd2**Δ** (DL1003) were cultured in normal oxygen or hypoxic conditions for 90 min. Cells were harvested at 4°C and total RNA was isolated and purified using the RNeasy Mini Kit (Qiagen) in-conjunction with the RNase-Free DNase Set (Qiagen) to remove genomic DNA as per manufacturer's instructions. Five micrograms of total RNA from two independent experiments were then pooled and mRNA levels were quantified by Roche NimbleGen using the *S. pombe* 72K array service. Table S6 lists information on the target genes included on the array. Normalised gene expression values for each sample are provided in Table S1 as array duplicates. Log2 values, scatter plot graphing and calculations for thresholding were all carried out using Microsoft Excel. The microarray data (MIAME compliant) has been deposited at GEO (www.ncbi.nlm.nih.gov/geo/) accesion number GSE31236.

### Reverse transcriptase and quantitative PCR analysis

Total RNA was isolated as above. For each sample total RNA was processed to cDNA using the SuperScript III First-Strand synthesis system (Invitrogen) and oligo(dT) as per the manufacturer's instructions. Quantitaive PCR analysis was then carried out using the SYBR-green PCR mix (Applied Biosystems) with 20pmol primers on a ABI 7300 machine. The Pfaffl method was used to calculate changes in mRNA levels [30]. Primer pairs are listed in Table S8.

### Protein whole cell extracts

For each sample 2×10^7^ cells were resuspended in 250 µl lysis buffer (50 mM Tris-HCl pH8.0, 150 mM NaCl, 2 mM EDTA, 1% NP-40, 0.1% SDS and protease inhibitors) and boiled for 5 minutes. Then 250 µl of glass beads were added and cells broken by vortexing at 4°C.

### Chromatin Immunoprecipitation

Cells were cultured under normal oxygen or hypoxia conditions as stated, then DNA protein complexes were cross-linked by addition of formaldehyde to a concentration of 1% for 30 min at 4°C. Crosslinking was blocked with the addition of 100 mM glycine and cells were then washed once with ice cold PBS. Cells (1×10^8^) were resuspended in 500 µl FA lysis buffer (50 mM Hepes-KOH pH7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton-X-100, 0.1% sodium deoxycholate, 0.1% SDS and protease inhibitors) and lysed by vortexing with glass beads at 4°C. Beads were removed and lysed extracts were sonicated with a Biorupter (Cosmo Bio) for 2×10 min (setting high: 30 s on, 30 s off) on ice. Sonicated extracts were clarified by centifugation at 13,000×g for 10 min at 4°C. Cleared lysates were diluted with 5 mls of RIPA buffer (50 mM Tris-HCl pH8.0, 150 mM NaCl, 2 mM EDTA, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS and protease inhibitors) and 50 µl was removed to serve as input sample. Immunoprecipitation was carried out with 1 ml of lysate and 1 µg anti-flag monoclonal antibody (Sigma) or 1 µg mouse IgG (Sigma), overnight at 4°C. Next day pre-blocked protein A/G beads (GE healthcare) were added. After a 1 hr incubation at 4°C protein A/G bead complexes were pelleted and washed 3× with wash buffer (50 mM Tris-HCl pH8.0, 150 mM NaCl, 2 mM EDTA, 1% NP-40, 0.1% SDS) and 1× with wash buffer plus 500 mM NaCl. Bound DNA was eluted with 200 µl of elution buffer (100 mM NaHCO_3_, 1%SDS) for 15 min at 30°C. For input samples make up to 200 µl with elution buffer. Cross-linking was then reversed by incubating at 65°C for 5 hrs. The DNA was then purfied using the Qiagen PCR purification spin kit following the manufacturer's instructions. DNA amounts were then quantified by real-time PCR using SYBR-green PCR mix (Applied Biosystems) and ABI 7300 machine. For each amplicon a standard curve made up of tenfold dilutions of input DNA sample were used to calculate the amount of DNA in each corresponding immunopercipitated sample. Primer pairs are listed in Table S8.

### Mass spectrometry analysis of Ofd2-peptide reactions

Reactions were carried as described for CO_2_ capture assay except using non radioactive 2-oxoglutarate, 1ug of peptide and 1–10 µg of purified Ofd2. For mass spectrometry 0.5 µl of reaction samples were mixed with 1.5 µl of matrix solution (10 mg ml-1 -cyano-4-hydroxycinnamic acid in 50% (v/v) aqueous acetonitrile containing 0.1% (v/v) trifluoroacetic acid) and dried onto a MALDI target plate. Each sample spot was washed with 5 ul of 0.2% (v/v) heptafluorobutyric acid in water, dried, and analyzed on a Waters TofSpec2E MALDI mass spectrometer. Data were collected using a 500 MHz detector in reflectron mode. Calibration was three point between matrix ions and 1-31thioester peptide (1+ and 2+ charge states). The mass of 1–31thioester was checked independently as correct using internal standards of substance P and oxidized bovine insulin B chain. Calibration and m/z determination was carried out from centroid data. To rule out that components in the reaction were affecting the ability to detect mass changes, reaction samples were also cleaned up with C18 ZipTip (Millipore) as per manufacturers instructions and then analysed.

## Supporting Information

Figure S1 **Alkbh1 is a histone H2A dioxygenase.** Dioxygenase activity was evaluated with the CO_2_ capture assay using 1 µg of purified Alkbh1 with 25 µg calf thymus histones (cBH) or 5 µg of individual histones. Alkbh1 H228A ia an iron binding mutant. – indicate control reactions containing no substrate. Data is presented as mean from 2 replicates. Error bar equals 1 standard deviation.
(TIF)

Figure S2 **Substitutional analysis of peptide sequence C7.** Substitutional analysis of peptide sequence C7 with the CO_2_ capture assay using 1 µg of Ofd2 with 6 µg of peptide. Alanine and glycine substitutions are indicated in red. Data is from 2 replicates presented as a percent activity of captured CO_2_ relative to unmodified C7 peptide. Error bars equal 1 standard deviation.
(TIF)

Figure S3 **Hypoxia gene expression analysis of Ofd2 deletion strain.** Scatter plot analysis of fold change in gene expression after hypoxic treatment plotted as log2 values in wt against Ofd2Δstrain. Blue squares represent genes whose expression change was less than 2 fold in both strains. While green and red squares represent genes whose expression increased or decreased 2 fold or greater, in one or both strains. The gray line represents a threshold limit of 1.5 fold above and below values where the induced or repressed fold change for both wt and Ofd2 would be the same. Shaded box contain repressed genes that lie outside the threshold limit.
(TIF)

Table S1 **Array data set for all genes.**
(XLS)

Table S2 **Greater than 2 fold hypoxically upregulated genes in wt strain.**
(XLS)

Table S3 **Greater than 2 fold hypoxically down-regulated genes in wt strain.**
(XLS)

Table S4 **Greater than 2 fold hypoxically upregulated genes in Ofd2 deletion strain.**
(XLS)

Table S5 **Greater than 2 fold hypoxically down-regulated genes in Ofd2 deletion strain.**
(XLS)

Table S6 **Information on the microarray target genes.**
(XLS)

Table S7 **Peptide library.**
(DOC)

Table S8 **Quantitative PCR primer sets.**
(DOC)

# Supplementary material for: The S. pombe Histone H2A Dioxygenase Ofd2 Regulates Gene Expression during Hypoxia
**Source:** PLoS One. 2012 Jan 3;7(1):e29765. doi: 10.1371/journal.pone.0029765
**Supplement:** Table S7 — Peptide library.

No. Pos. Mol.Weight Sequence

1 A 1 1601.2 S-G-R-G-K-Q-G-G-K-A-R-A-K-A-K-T

2 A 2 1615.18 S-G-Rme-G-K-Q-G-G-K-A-R-A-K-A-K-T

3 A 3 1629.18 S-G-Rme2a-G-K-Q-G-G-K-A-R-A-K-A-K-T

4 A 4 1629.18 S-G-Rme2s-G-K-Q-G-G-K-A-R-A-K-A-K-T

5 A 5 1615.17 S-G-R-G-Kme-Q-G-G-K-A-R-A-K-A-K-T

6 A 6 1629.75 S-G-R-G-Kme2-Q-G-G-K-A-R-A-K-A-K-T

7 A 7 1643.17 S-G-R-G-Kme3-Q-G-G-K-A-R-A-K-A-K-T

8 A 8 1615.17 S-G-R-G-K-Q-G-G-Kme-A-R-A-K-A-K-T

9 A 9 1629.75 S-G-R-G-K-Q-G-G-Kme2-A-R-A-K-A-K-T

10 A10 1643.17 S-G-R-G-K-Q-G-G-Kme3-A-R-A-K-A-K-T

11 A11 1700.3 R-G-K-Q-G-G-K-A-R-A-K-A-K-T-R-S

12 A12 1714.28 R-G-K-Q-G-G-K-A-Rme-A-K-A-K-T-R-S

13 B 1 1728.28 R-G-K-Q-G-G-K-A-Rme2a-A-K-A-K-T-R-S

14 B 2 1728.28 R-G-K-Q-G-G-K-A-Rme2s-A-K-A-K-T-R-S

15 B 3 1730.3 K-Q-G-G-K-A-R-A-K-A-K-T-R-S-S-R

16 B 4 1744.27 K-Q-G-G-K-A-R-A-Kme-A-K-T-R-S-S-R

17 B 5 1758.85 K-Q-G-G-K-A-R-A-Kme2-A-K-T-R-S-S-R

18 B 6 1772.27 K-Q-G-G-K-A-R-A-Kme3-A-K-T-R-S-S-R

19 B 7 1602.2 G-G-K-A-R-A-K-A-K-T-R-S-S-R-A-G

20 B 8 1616.17 G-G-K-A-R-A-K-A-Kme-T-R-S-S-R-A-G

21 B 9 1630.75 G-G-K-A-R-A-K-A-Kme2-T-R-S-S-R-A-G

22 B10 1644.17 G-G-K-A-R-A-K-A-Kme3-T-R-S-S-R-A-G

23 B11 1729.3 K-A-R-A-K-A-K-T-R-S-S-R-A-G-L-Q

24 B12 1743.28 K-A-R-A-K-A-K-T-Rme-S-S-R-A-G-L-Q

25 C 1 1757.28 K-A-R-A-K-A-K-T-Rme2a-S-S-R-A-G-L-Q

26 C 2 1757.28 K-A-R-A-K-A-K-T-Rme2s-S-S-R-A-G-L-Q

27 C 3 1717.2 A-K-A-K-T-R-S-S-R-A-G-L-Q-F-P-V

28 C 4 1731.18 A-K-A-K-T-R-S-S-Rme-A-G-L-Q-F-P-V

29 C 5 1745.18 A-K-A-K-T-R-S-S-Rme2a-A-G-L-Q-F-P-V

30 C 6 1745.18 A-K-A-K-T-R-S-S-Rme2s-A-G-L-Q-F-P-V

31 C 7 1847.4 A-G-L-Q-F-P-V-G-R-V-H-R-L-L-R-K

32 C 8 1861.38 A-G-L-Q-F-P-V-G-Rme-V-H-R-L-L-R-K

33 C 9 1875.38 A-G-L-Q-F-P-V-G-Rme2a-V-H-R-L-L-R-K

34 C10 1875.38 A-G-L-Q-F-P-V-G-Rme2s-V-H-R-L-L-R-K

35 C11 1940.4 Q-F-P-V-G-R-V-H-R-L-L-R-K-G-N-Y

36 C12 1954.38 Q-F-P-V-G-R-V-H-Rme-L-L-R-K-G-N-Y

37 D 1 1968.38 Q-F-P-V-G-R-V-H-Rme2a-L-L-R-K-G-N-Y

38 D 2 1968.38 Q-F-P-V-G-R-V-H-Rme2s-L-L-R-K-G-N-Y

39 D 3 1940.4 V-G-R-V-H-R-L-L-R-K-G-N-Y-S-E-R

40 D 4 1954.38 V-G-R-V-H-R-L-L-Rme-K-G-N-Y-S-E-R

41 D 5 1968.38 V-G-R-V-H-R-L-L-Rme2a-K-G-N-Y-S-E-R

42 D 6 1968.38 V-G-R-V-H-R-L-L-Rme2s-K-G-N-Y-S-E-R

43 D 7 1940.4 G-R-V-H-R-L-L-R-K-G-N-Y-S-E-R-V

44 D 8 1954.37 G-R-V-H-R-L-L-R-Kme-G-N-Y-S-E-R-V

45 D 9 1968.95 G-R-V-H-R-L-L-R-Kme2-G-N-Y-S-E-R-V

46 D10 1982.37 G-R-V-H-R-L-L-R-Kme3-G-N-Y-S-E-R-V

47 D11 1674.1 L-R-K-G-N-Y-S-E-R-V-G-A-G-A-P-V

48 D12 1688.08 L-R-K-G-N-Y-S-E-Rme-V-G-A-G-A-P-V

49 E 1 1702.08 L-R-K-G-N-Y-S-E-Rme2a-V-G-A-G-A-P-V

50 E 2 1702.08 L-R-K-G-N-Y-S-E-Rme2s-V-G-A-G-A-P-V

51 E 3 1770.3 L-E-L-A-G-N-A-A-R-D-N-K-K-T-R-I

52 E 4 1784.28 L-E-L-A-G-N-A-A-Rme-D-N-K-K-T-R-I

53 E 5 1798.28 L-E-L-A-G-N-A-A-Rme2a-D-N-K-K-T-R-I

54 E 6 1798.28 L-E-L-A-G-N-A-A-Rme2s-D-N-K-K-T-R-I

55 E 7 1781.3 A-G-N-A-A-R-D-N-K-K-T-R-I-I-P-R

56 E 8 1795.27 A-G-N-A-A-R-D-N-Kme-K-T-R-I-I-P-R

57 E 9 1809.85 A-G-N-A-A-R-D-N-Kme2-K-T-R-I-I-P-R

58 E10 1823.27 A-G-N-A-A-R-D-N-Kme3-K-T-R-I-I-P-R

59 E11 1847.3 G-N-A-A-R-D-N-K-K-T-R-I-I-P-R-H

60 E12 1861.27 G-N-A-A-R-D-N-K-Kme-T-R-I-I-P-R-H

61 F 1 1875.85 G-N-A-A-R-D-N-K-Kme2-T-R-I-I-P-R-H

62 F 2 1889.27 G-N-A-A-R-D-N-K-Kme3-T-R-I-I-P-R-H

63 F 3 1917.4 A-A-R-D-N-K-K-T-R-I-I-P-R-H-L-Q

64 F 4 1931.38 A-A-R-D-N-K-K-T-Rme-I-I-P-R-H-L-Q

65 F 5 1945.38 A-A-R-D-N-K-K-T-Rme2a-I-I-P-R-H-L-Q

66 F 6 1945.38 A-A-R-D-N-K-K-T-Rme2s-I-I-P-R-H-L-Q

67 F 7 1899.6 K-T-R-I-I-L-A-P-R-H-L-Q-L-A-I-R

68 F 8 1913.58 K-T-R-I-I-L-A-P-Rme-H-L-Q-L-A-I-R

69 F 9 1927.58 K-T-R-I-I-L-A-P-Rme2a-H-L-Q-L-A-I-R

70 F10 1927.58 K-T-R-I-I-L-A-P-Rme2s-H-L-Q-L-A-I-R

71 F11 1946.3 P-R-H-L-Q-L-A-I-R-N-D-E-E-L-N-K

72 F12 1960.28 P-R-H-L-Q-L-A-I-Rme-N-D-E-E-L-N-K

73 G 1 1974.28 P-R-H-L-Q-L-A-I-Rme2a-N-D-E-E-L-N-K

74 G 2 1974.28 P-R-H-L-Q-L-A-I-Rme2s-N-D-E-E-L-N-K

75 G 3 1855.4 I-R-N-D-E-E-L-N-K-L-L-G-K-V-T-I

76 G 4 1869.37 I-R-N-D-E-E-L-N-Kme-L-L-G-K-V-T-I

77 G 5 1883.95 I-R-N-D-E-E-L-N-Kme2-L-L-G-K-V-T-I

78 G 6 1897.37 I-R-N-D-E-E-L-N-Kme3-L-L-G-K-V-T-I

79 G 7 1654.3 E-L-L-N-K-L-L-G-K-V-T-I-A-Q-G-G

80 G 8 1668.27 E-L-L-N-K-L-L-G-Kme-V-T-I-A-Q-G-G

81 G 9 1682.85 E-L-L-N-K-L-L-G-Kme2-V-T-I-A-Q-G-G

82 G10 1696.27 E-L-L-N-K-L-L-G-Kme3-V-T-I-A-Q-G-G

83 G11 1843.2 N-I-Q-A-V-L-L-P-K-K-T-E-S-H-H-K

84 G12 1857.17 N-I-Q-A-V-L-L-P-Kme-K-T-E-S-H-H-K

85 H 1 1871.75 N-I-Q-A-V-L-L-P-Kme2-K-T-E-S-H-H-K

86 H 2 1885.17 N-I-Q-A-V-L-L-P-Kme3-K-T-E-S-H-H-K

87 H 3 1800.2 I-Q-A-V-L-L-P-K-K-T-E-S-H-H-K-A

88 H 4 1814.17 I-Q-A-V-L-L-P-K-Kme-T-E-S-H-H-K-A

89 H 5 1828.75 I-Q-A-V-L-L-P-K-Kme2-T-E-S-H-H-K-A

90 H 6 1842.17 I-Q-A-V-L-L-P-K-Kme3-T-E-S-H-H-K-A

91 H 7 1744.2 A-V-L-L-P-K-T-E-S-H-H-K-A-K-G-K

92 H 8 1758.17 A-V-L-L-P-K-T-E-S-H-H-Kme-A-K-G-K

93 H 9 1772.75 A-V-L-L-P-K-T-E-S-H-H-Kme2-A-K-G-K

94 H10 1786.17 A-V-L-L-P-K-T-E-S-H-H-Kme3-A-K-G-K

Mono (Kme1), di (Kme2) and tri (Kme3) methyl lysine

Mono (Rme1) symmetric di (Rme2s) and asymmetric di (Rme2a) methyl arginine

# Supplementary material for: The S. pombe Histone H2A Dioxygenase Ofd2 Regulates Gene Expression during Hypoxia
**Source:** PLoS One. 2012 Jan 3;7(1):e29765. doi: 10.1371/journal.pone.0029765
**Supplement:** Table S8 — Quantitative PCR primer sets.

| Gene |  | Forward | Reverse |
| --- | --- | --- | --- |
| act1 |  | 5’tgc tcc tcc tga gcg taa ata | 5’ccg ctc tca tca tac tct tgc |
|  |  |  |  |
| *cyc1* | A1 | 5’tgc gat caa atg ctt ctt tg | 5’cat ggg aat aca cca ttg ga |
|  | A2 | 5’cgg aga gct cat gaa cca at | 5’cac agc gaa gtt agt gag aag atg |
|  | A3 | 5’tcg ctg tga att tgt ggt tt | 5’gaa gca ccc ttc ttt tcg tc |
|  | A4* | 5’cca atc gcg ata agg gta tt | 5’gtt acg atc agc cgg ttt ct |
|  |  |  |  |
| *qcr8* | A1 | 5’agc tct gct gca tca aac tg | 5’tgt att aca ccg tcc cga ag |
|  | A2 | 5’gga agt ccg ttt gag caa ga | 5’gcg ggt ctg cta gac caa ta |
|  | A3 | 5’gac ccg cac act tac cct ta | 5’aag ttt ttc ctc cag cag ca |
|  | A4* | 5’cct ttc ccc att tca aca ga | 5’ctc ctt ccc cca aca gta aa |
|  |  |  |  |
| *SPAC3A11.07* | A1 | 5’ttc ctg ccc ata aac acc tc | 5’cgc taa atg tcc caa ttt cc |
|  | A2 | 5’ccc tgt ccg act ttg aca ac | 5’cgc aga taa gcg tcg att ta |
|  | A3 | 5’ctc gaa gtt ttc tag tag ttg ctt g | 5’gcc gat aaa gct aag gga ga |
|  | A4 | 5’tgt cta ccg ttt ccg tca tc | 5’aat aga agt ggc acc cca ac |
|  | A5* | 5’gtg aaa tgg ctg att tca ttg | 5’taa ctt ggc gct aaa cat gg |
|  |  |  |  |
| *erg3* | A1 | 5’ctt gtt gaa tag cga gcc | 5’ata ggg cag atc gga aag |
|  | A2 | 5’cca tca att cga cac gaa ga | 5’aat tac ggc caa ttc acc ac |
|  | A3* | 5’atc tcc aac aac ccc cat cat | 5’ttt gtc aaa cca tgc ctc at |
|  |  |  |  |
| *hem13* |  | 5’caa gat ggc aac gtt ttt ga | 5’gga agc tct ttg gca gta cg |

* Primer pairs used for both ChIP and RT-qPCR

How the deposited data were processed for this re-analysis (not part of the article)

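Transcript levels were measured in 4 samples of S. pombe, wt and Ofd2Δ cells in normal oxygen and after 90 min of hypoxia, with 1 array per condition and RNA of 2 experiments pooled before labelling. The samples were assigned from their labels and the paper's methods. The authors deposited 2 kinds of values. The probe files hold the intensity of every 60-base probe in the single (Cy3) channel as extracted with NimbleScan 2.4.31, on a linear scale and before any background correction or normalisation. The deposited value table holds normalised gene values, as intensity on a linear scale rounded to whole numbers, with 2 blocks per target. RMA is named in the submitters' notes for it, without a version. Its column medians are 5447 for wt and 5379 for Ofd2Δ cells in normal oxygen, and 5440 for wt and 5726 for Ofd2Δ cells in hypoxia. How the arrays were brought to a common scale in that table is not stated beyond RMA, and which of its blocks corresponds to which block of the probe files stays unknown.

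All main values come from the probe files. Each array holds 69954 gene spots, 14 for each of 4996 targets and 10 for 1 target, and 2083 control spots. Intensities were corrected with the convolution background of RMA, quantile-normalised over the 4 arrays, taken to log2 and summarised by median polish of the probes of each target in each block over the 4 arrays. The hypoxia to normal oxygen ratio was taken per block and the arithmetic mean of the 2 block ratios used, as in the ratio columns of the paper's Table S1, which equal this mean for 1690 of the 1694 targets held (to a fraction of 0.001) and differ from it for 4. A gene was counted as higher or lower at 2-fold (a ratio of at least 2 or at most 0.5), and as different between the strains when the Ofd2Δ ratio and the wt ratio differed by at least 1.5-fold, which are the study's thresholds. With 1 array per condition no test was made. Signal over background limits the precision, and the spread between blocks and probes is technical. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and limma 3.58.1 in R 4.3.3 for the alternative background correction.

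Names were taken from Table S1 (1571 targets) and from Tables S2–S5 alone (44 targets), and symbols from a RefSeq gene table of assembly ASM294v3, used for names only, in which 1587 of these targets were found and 1344 have a symbol. The tables used do not pair the other 3382 targets with names. No overlap or enrichment test was made over the whole array, since Table S1 and Table S6 were held only in part. The percentiles given for gene lists cover members named through Table S1 alone and carry no p-value.

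The genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene the paper names and up to 4 members of each of 19 gene lists. It also takes the 10 targets with the largest rise and the 10 with the largest fall in each comparison, as far as they carry a name. These were ranked among all targets above the 25th percentile of level whose 2 blocks move in 1 direction, and 3 to 9 of each 10 carry a name. The values in Table 1 and in Tables S1–S5 had been seen before this rule was written. The lists are oxidative phosphorylation, sterol synthesis, the Sre1 pathway, heme synthesis, the citric acid cycle, mitochondrial translation, glycolysis and fermentation, hexose transport, iron uptake, stress response, mating and nitrogen starvation, phosphate and thiamine, cytosolic ribosomal proteins, histones, Tf2 retrotransposons, subtelomeric genes, 2-oxoglutarate dioxygenases, the genes of Table 1, and those of Tables S2–S5. Members were matched by systematic name or symbol. SPBP23A10.16, entered in the oxidative phosphorylation list as sdh4, has the symbol tim18 in the RefSeq table and was counted in that list. The citric acid cycle list has sdh4 by symbol alone, which matched 0 targets. Of the Tf2 retrotransposons, 0 carry a name in the tables used. A member counts as risen or fallen at 2-fold, with the number at 1.5-fold beside it. Where a list is set against other genes, the percentile of its median among 10000 random lists of its size is given, each member being replaced by 1 of the 100 targets nearest in level.

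The steps were tested on simulated data, in which 200 of the targets were changed by known folds, 25 for each fold, and 4797 were not. For wt, 100% of the targets raised 2.5-fold or 3-fold were counted as 2-fold higher, and 100% of those lowered to 0.4 and 96% of those lowered to 0.333 as 2-fold lower. For Ofd2Δ cells these shares were 100%, 100%, 96% and 96%. Of the targets raised 1.5-fold, 4% were counted in each strain, of those lowered to 0.667 of their level 8% in wt and 0% in Ofd2Δ cells, and of the unchanged targets 0%. The simulated noise was drawn independently for each spot, with the same spread for all spots of an array. It holds no difference between samples or scans and no added noise in dim targets. The 0% is therefore not a rate of false calls in the real arrays. Of 200 simulated lists of 15 genes, 5% fell under percentile 5 when unshifted and 100% when shifted by 0.3 (log2).

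The alternatives were no background correction, normexp background correction with an offset of 50, median scaling in place of quantile normalisation, the mean of the log2 probe values in place of median polish, 1 median polish over both blocks, each block alone, the geometric mean of the blocks, leaving out targets under the 25th percentile of level, the deposited value table, thresholds of 1.8-fold and 2.2-fold, limits of 1.4-fold and 1.6-fold between the strains, selection of the genes on wt alone, and the oxidative phosphorylation genes without those of Table 1. The RT-qPCR and the chromatin immunoprecipitation of the paper were not analysed here.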

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

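This part reports values and no test. The paper makes no direct comparison of the strains in normal oxygen, and in it 5 of the 4997 targets differed by at least 2-fold from the probe intensities, 4 lower and 1 higher in Ofd2Δ cells. In the deposited value table 3 did, 2 of them among the 5. The tables used do not pair the 5 targets with names.

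The lowest of them, target TI4896S004938, had a log2 ratio of Ofd2Δ to wt of -7.92 in normal oxygen and of -7.12 in hypoxia, against -1.51 for the next lowest target in normal oxygen. Its Ofd2Δ signal lay at the floor, with a median raw spot of 115 in normal oxygen and 105 in hypoxia, under the 95th percentile of the control spots (145 and 158), so that these ratios are not exact sizes. With that percentile in place of the Ofd2Δ signal, and the raw spots of each array scaled to its median gene spot, a calculation added after the values were seen, they are -5.68 and -3.97. In the deposited value table the log2 ratios were -8.01 and -9.28. The wt ratio of hypoxia to normal oxygen of this target was 0.586 from the probe intensities and 1.74 in the deposited value table. Which gene it measures is not given by the tables used, so it is not taken for ofd2 here. The other 4 lay at or under percentile 3.12 of level.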

How the results depend on the processing

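No alternative in this part was chosen after the result was seen. No paired analysis was possible by replicate number, because each condition has 1 array. A fit of oxygen over both strains with strain as a block, which was possible, and a fit with the slide as a block were not run. Signal over background limits the targets near the controls, and at least 4949 of the 4997 targets lay above the controls' 95th percentile on every array. Leaving out targets under the 25th percentile of level can only remove targets from these counts, and kept 9 of the 26 induced and 23 of the 59 repressed. More than 25% of each count thus lay among these dim targets, which limits both counts. Of the named genes with at least a 1.5-fold change, 59 in wt and 64 in Ofd2Δ cells, and of the 15 with a 1.5-fold difference between the strains, all kept their direction under every alternative that starts from the probe intensities and gives them a value. Fewer kept 1.5-fold: of the 15, 11 with the mean of log2 probe values, 12 with median scaling and 1 in the deposited value table, where 10 kept their direction; of the 64, 54 with median scaling and 55 in the deposited value table; and of the 59, at least 56 under each alternative that covers all of them. Many of the 59 and of the 64 are genes of Tables S2–S5, which the study chose at 2-fold on the deposited values. That these keep 1.5-fold in the deposited value table was therefore largely fixed in advance. The median log2 ratio of all targets moved by less than 0.1 under each setting. The total counts not given here stayed within 1.5 times the main count. The split of the repressed targets outside the limit did not: in the main setting 14 were lower and 4 higher in Ofd2Δ cells, with median scaling 11 and 14, with Block1 only 23 and 3, with Block2 only 15 and 6, without background correction 8 and 1, with normexp 10 and 1, and with dim genes left out 5 and 0. Where no construction is named, the cause was not tested.

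Without background correction, 4 targets were higher in wt, 14 in Ofd2Δ cells and 14 in either, 7 induced and 9 repressed targets lay outside the limit between the strains, 2 differed between the strains in normal oxygen, and the oxidative phosphorylation genes had an Ofd2Δ ratio of 0.968 times the wt ratio. With normexp and an offset of 50, 5 were higher in wt, 11 repressed targets lay outside the limit, 2 differed in normal oxygen, and the oxidative phosphorylation value was 0.968. Median scaling gave 5 higher in wt, 122 in Ofd2Δ cells and 125 in either (26 higher and 59 lower in the main setting, 125 and 67 here), 115 induced targets outside the limit, and 0.938 for oxidative phosphorylation. The oxidative phosphorylation value was 0.945 with the mean of log2 probe values, 0.963 with 1 median polish over both blocks, 0.980 with Block2 only and 0.964 with the geometric mean of the blocks. Block1 only gave 23 induced targets outside the limit and 0.983. With dim genes left out, 3 were higher in wt, 9 in Ofd2Δ cells and 9 in either, 11, 21 and 23 were lower, 4 induced and 5 repressed targets lay outside the limit, 0 differed in normal oxygen, and oxidative phosphorylation stood at 0.993. Its percentile for the genes named through Table S1 ran from 14.6 to 30.4 over the alternatives from the probe intensities, and was 21.9 without the genes of Table 1.

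At a 1.8-fold threshold, 44 were higher in Ofd2Δ cells and 48 in either, 50 were lower in wt, and 26 induced targets lay outside the limit. At 2.2-fold, 5, 11 and 12 were higher, 20 were lower in wt, 8 induced targets lay outside the limit, and 3 differed in normal oxygen. These follow from the thresholds. Selection on wt alone left 4 repressed targets outside the limit.

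The deposited value table gave 25 higher in wt, 1 induced and 8 repressed targets outside the limit, 3 different in normal oxygen, and 0.805 for oxidative phosphorylation. Under it, of the named genes at 1.5-fold in the main setting, 2 turned direction in the log2 Ofd2Δ ratio, SPCC584.16c (-0.14) and SPBC1D7.01c (-0.32), and 5 in the log2 Ofd2Δ ratio over the wt ratio, SPCC584.16c (-0.19), SPCC191.04c (-0.026), rpl1701 (-0.074), SPBC1D7.01c (-0.175) and SPAC56F8.15 (-0.38).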

Differences from the paper's values

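All alternatives in this part were set before the data were examined. A value is said here to differ when 1 of the pair is more than 1.5 times the other. For the genes induced at least 2-fold that lay outside the 1.5-fold limit, the paper states that there are none, and 14 were found from the probe intensities. No alternative gave 0, and the deposited value table came closest, with 1. For the repressed genes outside the limit, the paper's value is 8 and that from the probe intensities 18. The values without background correction (9), with normexp (11) and from the deposited value table (8) do not differ from the paper's by this measure, and those of the other alternatives do.

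For cyc1, the paper's ratios are 0.24 in wt and 0.15 in Ofd2Δ cells, and those from the probe intensities 0.544 and 0.465. For SPAC3A11.07 (nde1), the paper's are 0.33 and 0.17, and those found 0.572 and 0.593. For atp16 in Ofd2Δ cells, the paper's value is 0.30 and that found 0.651. For these genes, the values from the deposited value table do not differ from the paper's and those of all other alternatives do. For qcr8 in Ofd2Δ cells, the paper's value is 0.35 and that found 0.586, and the deposited value table and the mean of log2 probe values (0.522) do not differ. For qcr2 in Ofd2Δ cells, the paper's value is 0.41 and that found 0.636. Here the deposited value table (0.406), median scaling (0.475), the mean of log2 probe values (0.582), 1 median polish over both blocks (0.611) and Block1 only (0.615) do not differ, and the other alternatives do. The other ratios of Table 1 lie within 1.5 times of the paper's, the furthest being qcr10 in Ofd2Δ cells, 0.36 in the paper and 0.520 here, and atp16 in wt, 0.47 in the paper and 0.656 here. For qcr10 in Ofd2Δ cells, median scaling (0.607), the mean of log2 probe values (0.543), 1 median polish over both blocks (0.549) and Block2 only (0.593) differ from the paper's value.

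The starred genes of Table S2 have a median ratio of 2.16 in wt in the paper's table and of 1.24 from the probe intensities, and those of Table S4 a median in Ofd2Δ cells of 2.12 in the paper's table and of 1.17 here. Only under the deposited value table do these 2 medians not differ. For the starred genes of Table S5 in Ofd2Δ cells, the paper's median is 0.354 and that found 0.552. The deposited value table (0.355), median scaling (0.477), Block1 only (0.505) and the mean of log2 probe values (0.515) do not differ, and the other alternatives do. The star marks genes known from the earlier study of low oxygen [20]. The medians of the genes without a star in the same tables do not differ.

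The paper describes every repressed gene outside the limit as more repressed in the deletion strain. From the probe intensities, 14 were lower in Ofd2Δ cells and 4 higher, and after median scaling 11 were lower and 14 higher. From the deposited value table, and with dim genes left out (5 targets), all were lower in Ofd2Δ cells. With selection on wt alone, 0 were lower and 4 higher, but such selection favours the stronger fall in wt. Selection in either strain favours the other direction, since 50 targets met the 2-fold rule in Ofd2Δ cells and 32 in wt. Of the genes of Table 1, which the paper places outside the limit, str1 lay outside it, at 0.477 times the wt ratio, and the other 7 lay within it. In the deposited value table all 8 lie outside it. The paper's totals are 25 induced and 42 repressed genes, and 26 and 59 were found here, which lie within 1.5 times of the paper's. Of those found here, 7 of the 26 and 31 of the 59 are also found from the deposited value table. Each gene of Table 1 was lower in hypoxia in both strains, as in the paper. The paper has all 8 more repressed in Ofd2Δ cells, and from the probe intensities nde1 and qcr8 had the higher ratio in Ofd2Δ cells, 1.04 and 1.01 times the wt ratio, and the other 6 the lower.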

Other observations

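Chosen only after the result was seen were the tests on bright or saturated spots, on the selection of the genes on the deposited values, on another scan or hybridisation, and on wt RNA in the Ofd2Δ hypoxia file. The other tests in this part were set before their result was seen. Of 5 named hexose transport genes, 1 rose in wt, ght5 (3 at 1.5-fold, with ght1 and ght4), and 3 rose in Ofd2Δ cells, and the median ratios were 1.66 and 2.41, at percentile 100 of matched random lists in both strains. From the deposited value table 2 rose in each strain, with medians of 1.66 and 1.72. Of 22 named subtelomeric genes, 1 rose in wt, SPBPB2B2.06c, and 5 fell (7 at 1.5-fold), among them nrg1 with 0.366 in wt and 0.303 in Ofd2Δ cells and alr2 with 0.430 and 0.396. The median of these 22 genes was 0.880 in wt and 0.759 in Ofd2Δ cells, and 5 of them carry a name only through Tables S2–S5, which list genes chosen on these arrays. The 17 named through Table S1 lay at percentile 0.09 in wt and 0 in Ofd2Δ cells. The cytosolic ribosomal protein genes lay at percentiles 98.5 and 100, with 0 of them changed by 2-fold.

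Of 7 named stress response genes, 1 fell in wt, the sulfiredoxin gene srx1 with a ratio of 0.486 (2 at 1.5-fold, with sod2), and 2 fell in Ofd2Δ cells, with medians of 0.935 and 1.07. Of 6 named iron uptake genes, 0 fell in wt (1, str1, at 1.5-fold) and 1 in Ofd2Δ cells, str1 (3 at 1.5-fold, with php4 at 0.588 and the ferric reductase gene frp1 at 0.591), and the medians were 0.952 and 0.733. By the deposited value table 1 of the 6, str1, was at least 1.5-fold lower in Ofd2Δ cells, frp1 had a ratio of 0.926 and the median was 0.817. The 2 named genes of mating and nitrogen starvation had medians of 1.09 and 1.43, with 1, isp4, risen to 2.05 in Ofd2Δ cells (1.71 in the deposited value table). The 3 named genes of phosphate and thiamine had ratios of 0.893 to 1.16 in wt, and 0 changed by 1.5-fold in either strain.

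The deposited wt ratios of the starred genes of Tables S2–S5 lie away from the probe intensities of the same arrays. The median absolute difference of the log2 ratio is 0.56 for the 29 starred genes, 0.050 for the 40 others of these tables and 0.026 for the other 4928 targets, and 23 of the 29 lie more than 0.3 apart, 22 of them with the deposited value further from no change. Background correction, normalisation or probe summary is argued against by a lowest median of 0.55 over the alternatives, bright or saturated spots by 0% of 10000 lists matched on level that reach the starred genes' median, selection of the genes on the deposited values by the 0.0503 of the others, chosen at the same thresholds, and disagreeing probes by 20 of the 23 genes whose deposited ratio lies outside the range of all their single-spot ratios. The difference lies mostly in the hypoxia columns, with a median of 0.50 in wt hypoxia and 0.049 in wt normal oxygen, but in the normal oxygen columns for sur2 and erg11 (-0.79 and -0.87 in wt) and in both for erg25 (-0.55 in wt normal oxygen and 0.33 in wt hypoxia), genes named here after their values were seen. What made the deposited values of these genes stays open, and no biological explanation was tested.

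The deposited Ofd2Δ hypoxia values also lie away from their probe file. Across genes, which are not independent replicates, the Ofd2Δ log2 ratio from the 2 sources correlates at 0.60, against 0.94 for wt, and no background correction, normalisation or probe summary brought it above 0.615. A candidate explanation is that the deposited column was made from another scan or hybridisation than the probe file, since the differences between a target's blocks, matched in sign through the wt normal oxygen array over 885 targets, correlate at 0.20 between the sources for this array, and at 0.88 and 0.90 for the Ofd2Δ normal oxygen and wt hypoxia arrays. That the probe file holds wt RNA is argued against by the target lowest in Ofd2Δ cells in normal oxygen, whose log2 ratio of Ofd2Δ to wt in hypoxia is -7.12 with the Ofd2Δ signal at the floor, and -3.97 with the controls' 95th percentile in its place. No biological explanation was tested, since both sources describe 1 sample.

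The difference between the strains in the response to hypoxia could come from the strain or from the separate scan of the Ofd2Δ hypoxia array. It could also come from anything else particular to that 1 array, such as its RNA pool or its hybridisation. Of all targets, 2 lay outside the limit with the lower ratio in Ofd2Δ cells in both sources, 10.3 times the 0.195 that independent lists give, and 4 with the higher ratio, 3.81 times the 1.05 expected. The wt arrays and the Ofd2Δ normal oxygen array are shared by both sources, so part of this excess may come from them. On these arrays, strain, scan and other differences of a single array cannot be told apart, since the design has 1 Ofd2Δ hypoxia array. The paper's RT-qPCR, a separate measurement not analysed here, has cyc1, qcr8 and SPAC3A11.07 more repressed in Ofd2Δ cells, also in further Ofd2Δ strains (Figure 3A). Over a time course, the paper reports their greater reduction in Ofd2Δ cells, rescued by reintroduced Ofd2 but not by its iron binding mutant (Figure 3B). It also reports binding of Ofd2 to these genes in hypoxia (Figure 4). None of these measurements rests on the array scan. For cyc1, qcr8 and SPAC3A11.07, the deposited value table has the lower ratio in Ofd2Δ cells, as the RT-qPCR does. From the probe intensities, cyc1 had it too, at 0.465 against 0.544 in wt. There qcr8 (0.586 against 0.579) and SPAC3A11.07 (0.593 against 0.572) did not.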
